A study of Mus musculus with 38 samples. Its data were reported in "Transcriptional integration of mitogenic and mechanical signals by Myc and YAP" (2017).

How the data were processed

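Liver RNA was sequenced in 38 libraries from 2 systems, 17 in the R26 system (WT, tet-Myc, tet-YAP and tet-Myc/YAP) and 21 in the LAP system (the same genotypes and tumours from tet-YAP mice). Per the labels, total RNA was purified on RNeasy MinElute columns and libraries were made with the TruSeq RNA v2 kit, leaving out the poly-T bead step, and this kit does not mark strand. The submitters' processing notes name TopHat2 2.0.8, SAMtools, featureCounts 1.4.5-p1 and DESeq2, and the genome build mm9, and no source used here says whether duplicate reads were removed.

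The authors deposited RPKM values per gene and library in one table for each system, and for the R26 livers a table of their own comparisons with a log2 fold change, an adjusted p-value and a call per gene. Groups were taken from the sample labels, and each column was assigned to a group by its name. As no source used here ties a column to a replicate, libraries were numbered in column order within a group. Each table held 21671 genes. Of these, 27 had a symbol turned into a date by a spreadsheet and were left out, which kept 21644. The authors' calls in that table match an adjusted p under 0.05 and an absolute log2 fold change of at least 0.5 for all 21644 genes, and that rule was used here. Tests were made only within a system because the tables were made separately.

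RPKM carry no counts, but low values fell on steps of single reads. Among 34430 values below 4 reads, 93.63% lay within 0.12 of a whole read once the relative depth of the libraries had been fitted, which gave a denominator of 23780000 to 57040000 reads per library and 5770000 to 13380000 reads in genes. The denominator includes reads outside genes. The sixth-highest gene of each library lay at a median of 1601 reads per kilobase, and values near this ceiling can understate the differences of abundant genes. In RPKM the ceiling is lower in deeper libraries. It was 53.3 to 59.05 in R26 WT and 35.1 to 61.3 in R26 tet-Myc/YAP, and 42.3 to 67.3 in LAP WT and 28.1 to 38.7 in tumours. An unchanged gene near it can therefore read lower in the deeper group. A gene at 1 RPKM thus rests on 23.8 to 57.0 reads per kilobase, which limits the precision of low genes. No intervals from counting are given, since the tests use the spread between libraries.

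Values were transformed as log2(RPKM + 0.5), and a log2 difference on this scale understates the change of low genes. Genes with at least 1 RPKM in at least 3 libraries were tested, 11263 in the R26 and 12591 in the LAP system. All libraries of a system were fitted together with group means and no covariate in limma 3.58.1 (lmFit and eBayes with a mean-dependent trend) under R 4.3.3, and p-values, which are two-sided, were adjusted by the method of Benjamini and Hochberg over the genes tested. A gene passed at an adjusted p under 0.05 with an absolute log2 difference of at least 0.5. The 11 comparisons were each transgenic group against the WT of its system, the tumours against LAP tet-YAP and LAP tet-Myc/YAP, and in each system the interaction of Myc and YAP. For gene lists alone, tet-Myc/YAP was also set against each single transgene, 4 further comparisons. In these, DNA replication genes were higher in R26 tet-Myc/YAP than in tet-YAP (adjusted p = 0.00262 with an estimated correlation) and than in tet-Myc (adjusted p = 0.0105 with an estimated correlation). The design, the groups, the lists and the rule for naming genes were set before the data were examined.

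Gene lists were tested as groups against all other genes with limma's camera at a preset correlation between genes of 0.01, adjusted over the 29 lists of a comparison, and again with a correlation estimated from the residuals, under which 3 of 143 list calls of the 11 comparisons held. The lists hold 647 genes, of which 638 were found: targets of YAP and TEAD, DNA replication and G1/S, G2/M and mitosis, replication-dependent histones, p53 targets, ribosome biogenesis, ribosomal proteins, nucleotide and polyamine synthesis, glycolysis, cholesterol and fatty acid synthesis, secreted proteins and transcription factors of hepatocytes, cytochrome P450 and bile acid genes, the urea cycle with amino acid catabolism and gluconeogenesis, pericentral and periportal hepatocytes, oncofetal genes, acute phase and circadian clock genes, female-biased, male-biased and Y-linked genes, and markers of cholangiocytes and progenitors, stellate cells and fibroblasts, endothelial cells, macrophages, neutrophils, lymphocytes and erythroid cells. Genes named in the text are Myc and Yap1, the 5 highest and 5 lowest log2 differences among called genes whose libraries do not overlap between groups and that reach 1 RPKM in the higher group (unnamed gene models and small RNAs left out), and up to 4 genes with the smallest adjusted p of each list described. Values of other genes per library were chosen after they were seen. Closely related P450, glutathione transferase and histone genes may share reads and are uncertain.

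Simulated values were each gene's mean over the libraries of a system plus independent normal noise of the fitted spread. In these, 100 genes each were changed by log2 1 and 2. Close pairs, sex patterns, libraries that stand apart and correlation between genes were absent, so recovery in the real libraries may be lower. At log2 1 the percent recovered was 97, 99 and 95 for R26 tet-Myc, tet-YAP and tet-Myc/YAP over 11263 genes, and 61, 66, 62, 76, 80 and 74 for LAP tet-Myc, tet-YAP, tet-Myc/YAP and the tumours against WT, tet-YAP and tet-Myc/YAP over 12591 genes. At log2 2 it was 97 or more in each, with at most 10 false calls.

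Alternatives set in advance were other pseudocounts (0.1 and 1), no filter or a mean of at least 1 RPKM, rescaling by median ratios, quantile normalization, fitting the compared groups alone, robust eBayes, other thresholds, an estimated correlation for lists and leaving out each library in turn. Added after the data were seen were the sex pattern as a covariate, male-pattern libraries alone, averaging of close library pairs, leaving out doubted libraries (R26 tet-Myc 4, R26 tet-Myc/YAP 3 and LAP WT 1) and correcting for the ceiling. Files were read with pandas 2.3.3 and plots drawn with matplotlib 3.10.9 in Python 3.11.15.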

Results

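RNA from mouse liver was sequenced in 38 libraries that fell into 9 groups, to ask how liver expression changed when Myc, YAP or both were induced. Myc is a transcription factor that drives growth and division, and YAP is a coactivator of the TEAD transcription factors that is held back by the Hippo pathway. Per the paper, the tet-YAP mice carry a mutant YAP that it describes as activated, and not the normal protein. In the R26 system, in which a doxycycline-dependent activator (rtTA) is expressed from the Rosa26 locus, the labels give 2 days of induction for the transgenic livers. They give no time for WT. There were 4 wild-type (WT), 4 tet-Myc, 6 tet-YAP and 3 tet-Myc/YAP libraries. In the LAP system, in which a tetracycline-regulated activator (tTA) is driven by a promoter active in hepatocytes, the labels give 4 weeks for the transgenic livers. There were 3 WT, 3 tet-Myc, 4 tet-YAP and 3 tet-Myc/YAP libraries together with 8 tumours from tet-YAP mice. The labels do not say that the libraries of a group came from separate animals, nor whether tumours shared a mouse, so p-values measure only the spread between these libraries, which may be technical.

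Levels are given as RPKM (reads per kilobase of gene, scaled to the depth of the library), as mean ± SD over the libraries of a group. The columns of values name only the group, so libraries and tumours are numbered here in column order, and these numbers need not match the replicate numbers of the labels. The depth recovered from the steps that single reads leave among low values ran from 23780000 to 57040000 reads per library, and the reads in genes from 5770000 to 13380000. In every library the sixth-highest gene stood at nearly the same read density, 1453 to 1728 reads per kilobase, which equals 28.7 to 67.3 RPKM. Differences between abundant genes are therefore compressed near that ceiling. As it is lower in RPKM in deeper libraries, an abundant gene near it can also read lower there without a change. Xist and the Y-linked genes gave 17 of the 38 libraries a female pattern: tet-Myc libraries 2 and 3 and tet-Myc/YAP library 3 in the R26 system, and in the LAP system WT libraries 2 and 3, tet-Myc library 3, tet-YAP library 2, tet-Myc/YAP libraries 1 and 2 and all 8 tumours. Among 30 pairs of R26 libraries of the same group, 6 pairs differed by only 1.22 to 1.94 times the variance that counting reads would give (WT 1 and 4, WT 2 and 3, tet-YAP 1 and 4, 2 and 5, and 3 and 6, and tet-Myc/YAP 1 and 2), and the other 24 pairs by 2.35 to 9.08 times. The 43 LAP pairs differed by 2.02 to 30.3 times. There are as many columns as samples in the labels, so the close pairs were kept as separate libraries, but these ratios do not show whether a pair came from separate animals. Counts with each pair averaged are given where they differ.

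The levels of Myc and Yap1 themselves were examined first. In the R26 system Myc stood at 0.664 ± 0.118 RPKM in WT (SD, n = 4) and rose in each transgenic group, to 2.19 ± 1.22 in tet-Myc (n = 4; log2 difference 1.07, adjusted p = 0.0182, higher in 3 of 4 libraries), 1.81 ± 0.307 in tet-YAP (n = 6; 0.98, adjusted p = 0.0114, 6 of 6) and 2.92 ± 0.214 in tet-Myc/YAP (n = 3; 1.56, adjusted p = 0.000209, 3 of 3). Tet-Myc library 4 held 0.609 RPKM, the level of WT, against 1.98, 2.68 and 3.50 in the other 3. The tet-Myc call ended when its groups were fitted alone (adjusted p = 0.0853), without WT library 3 (1.01) or tet-Myc library 3 (0.83), with the sex pattern as a covariate (0.77) and in the male-pattern libraries alone (0.52). With close pairs averaged the tet-Myc and tet-YAP calls both ended. Yap1 stood at 5.06 ± 0.192 RPKM in R26 WT, and its log2 differences were 0.10 in tet-YAP (5.46 ± 0.37, adjusted p = 0.37) and -0.04 in tet-Myc/YAP (4.92 ± 0.123, adjusted p = 0.744). In tet-Myc it was -0.42 (3.67 ± 0.557, adjusted p = 0.00507), short of the 0.5 required for a call, which it passed without library 1 (-0.51).

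In the LAP system Myc rose in the tumours, to 5.05 ± 1.75 RPKM (n = 8) from 1.66 ± 1.35 in WT (n = 3; log2 difference 1.48, adjusted p = 0.000188, 8 of 8 libraries above every WT library). The WT libraries themselves spread from 0.63 to 3.20 RPKM, and Myc passed in none of the non-tumour groups: 1.29 ± 0.508 in tet-Myc (-0.12, adjusted p = 0.917), 2.65 ± 0.214 in tet-YAP (0.72, adjusted p = 0.0953) and 2.07 ± 0.684 in tet-Myc/YAP (0.40, adjusted p = 0.381). Without WT library 1, which held the 3.20 RPKM, the log2 differences became 1.2 in tet-YAP and 0.87 in tet-Myc/YAP, both past the threshold, and 0.35 in tet-Myc. Yap1 passed in no LAP group, with 4.84 ± 0.303 RPKM in WT, 5.45 ± 0.518 in tet-Myc, 4.59 ± 0.248 in tet-YAP, 5.22 ± 1.06 in tet-Myc/YAP and 3.99 ± 0.37 in tumours. The files do not say whether reads from the transgenes were counted under these mouse symbols, so the levels do not settle whether a library carries the transgene its label names.

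**Figure D1:**
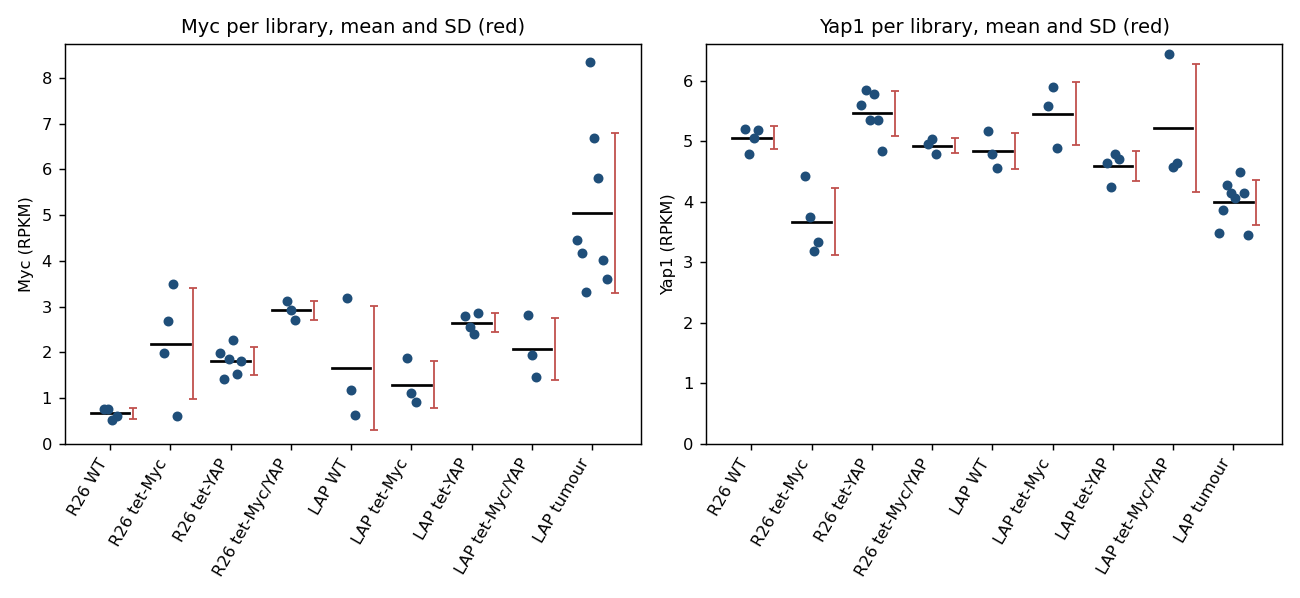
Myc (left) and Yap1 (right) in RPKM on linear axes in each of the 38 libraries (points), with the mean (bar) and SD (whiskers) of each of the 9 groups. The group mean of Myc is highest in the 8 LAP tumours, at 5.05 ± 1.75 RPKM, and R26 tet-Myc library 4 lies at 0.609 RPKM, within the WT range.

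In R26 tet-Myc after 2 days, few genes differed from WT by a large amount. Cyp2c39, a cytochrome P450 of a family of closely related genes whose reads are hard to assign, rose to 18.4 ± 10.6 RPKM (SD, n = 4) from 0.407 ± 0.147 in WT (n = 4; log2 difference 4.2, adjusted p = 3.04e-06, limma). Ankrd55 rose from 0.048 ± 0.0138 to 2.47 ± 1.12 RPKM (2.36, adjusted p = 0.0013). Pitx3 fell from 6.21 ± 1.32 to 0.0449 ± 0.0418 RPKM (-3.60, adjusted p = 1.34e-07) and its chromosomal neighbour Elovl3, a fatty acid elongase of liver and brown fat, from 42.7 ± 2.92 to 6.93 ± 6.24 (-3.03, adjusted p = 0.00225). As the libraries carry no strand, reads shared by these genes cannot be told apart. Col5a3, a fibrillar collagen chain, fell from 4.8 ± 0.295 to 0.827 ± 0.844 RPKM (-2.18, adjusted p = 0.000215). Each of these genes lay outside the WT range in 4 of 4 libraries. Libraries 2 and 3 have the female pattern and all 4 WT libraries the male pattern, and Elovl3, a male-biased gene, was at 1.84 and 1.66 RPKM in libraries 2 and 3 and at 9.95 and 14.3 in libraries 1 and 4. In the male-pattern libraries alone the log2 difference was -1.80 for Elovl3, 3.44 for Cyp2c39 and -1.63 for Col5a3, and with the sex pattern as a covariate it was 1.75 for Ankrd55. Pitx3 also fell in R26 tet-YAP (-2.13, adjusted p = 1.44e-05, limma) and stood at 0.0559 to 0.752 RPKM in R26 tet-Myc/YAP. LAP WT held 20.9 ± 5.13 RPKM of Cyp2c39, 3.09 ± 2.55 of Ankrd55 and 0 to 0.137 of Pitx3. For these genes LAP WT lay nearer to R26 tet-Myc than to R26 WT. An effect of Myc on them therefore cannot be told apart from a trait of the R26 WT libraries.

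Several gene groups shifted in R26 tet-Myc, none of them with an estimated correlation (adjusted p = 0.883 for each list with an estimated correlation). The G2/M and mitosis list was lower, with mean log2 differences to WT of -0.30, -0.47, -0.59 and -0.56 in libraries 1 to 4. In the male-pattern libraries alone its median was -0.60 relative to all genes (adjusted p = 0.0043, camera). Of 36 ribosome biogenesis genes, a class of Myc targets, 4 rose, the same number when adjusted over the list alone, and 32 did not pass (list median 0.26, adjusted p = 0.000223). Among them Nip7 went from 3.93 ± 0.44 to 6.31 ± 1.68 RPKM (0.60, adjusted p = 0.00682). The change lay in library 1, whose mean log2 difference to WT over the list was 0.94 against -0.03, 0.06 and 0.03 in the other 3 libraries. Without library 1 the list median was 0.05 (adjusted p = 0.298) and Nip7 no longer passed (0.44). Endothelial markers fell for 4 of 19 genes (4 adjusted over the list alone; adjusted p = 0.00267). Plvap, a component of endothelial fenestrae, was at 8.92 ± 0.947 against 14 ± 1.05 RPKM (-0.63, adjusted p = 0.000599, 4 of 4 libraries). Without library 1 this list no longer passed (median -0.10). Macrophage markers fell for 3 of 17 genes (3 adjusted over the list alone; adjusted p = 0.00149). Among them Fcgr1, an Fc receptor of phagocytes, was at 0.985 ± 0.186 against 2.02 ± 0.173 RPKM (-0.77, adjusted p = 0.00223), and this list no longer passed without library 4 (median -0.12). Of 43 replication-dependent histone genes, whose copies share reads, 8 fell, also 8 adjusted over the list alone (median -0.40, adjusted p = 0.000139), and this call ended with the sex pattern as a covariate (median -0.23).

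Genes whose liver expression differs between the sexes also moved in R26 tet-Myc. Female-biased genes rose for 2 of 10 members, 7 when adjusted over the list alone (median 2.83, adjusted p = 0.000266), and male-biased genes fell for 3 of 13, 10 when adjusted over the list alone (median -1.07, adjusted p = 0.000139). The mean log2 differences of the female-biased list were 4.88 and 5.11 in the female-pattern libraries 2 and 3, and 0.05 and 0.66 in libraries 1 and 4, while all 4 WT libraries had the male pattern. Cyp2b9, a female-biased P450, was at 31.9 and 34.7 RPKM in libraries 2 and 3 and at 0.182 and 0.285 in libraries 1 and 4.

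Over 11263 genes, 548 differed between R26 tet-Myc and WT, 244 higher and 304 lower. Rescaling the libraries by their median ratios gave 528 genes, 267 higher and 261 lower. With the close pairs averaged, which leaves 2 WT values, 48 genes passed, and of the genes named above only Cyp2c39 and Pitx3 were among them. Without WT library 2 or 3, whose pair was then broken, 328 and 317 genes passed, and the male-pattern libraries alone gave 881.

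In R26 tet-YAP livers, known targets of YAP and TEAD rose and genes of lipid synthesis fell. Cyr61, a matricellular protein used as a YAP reporter gene, rose from 5.77 ± 0.889 RPKM (SD, n = 4) to 14.9 ± 0.884 (n = 6; log2 difference 1.31, adjusted p = 8.66e-05, limma), and Amotl2, which binds YAP, from 7.05 ± 1.2 to 15 ± 1.9 (1.04, adjusted p = 0.00017). Ly6d, a cell surface antigen of lymphoid and epithelial cells, rose from 1.03 ± 0.499 to 11.1 ± 1.96 RPKM (2.97, adjusted p = 4.54e-07), and Cyp4a14, a fatty acid hydroxylase, from 4.89 ± 2.9 to 37.4 ± 4.66 (2.98, adjusted p = 0.000192). The largest falls were in Gstm3, from 11.2 ± 0.901 to 1.39 ± 0.985 RPKM (-2.77, adjusted p = 1.66e-05), and Cyp2c55, from 3.62 ± 0.854 to 0.125 ± 0.0752 (-2.70, adjusted p = 7.97e-06), both members of gene families with similar copies. These genes lay outside the WT range in 6 of 6 libraries.

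Of 15 YAP-TEAD targets tested in R26 tet-YAP, 6 rose (6 adjusted over the list alone) and none fell, with a list median 0.42 above that of all genes (adjusted p = 1.43e-06, adjusted p = 0.0392 with an estimated correlation). Both p-values treat the libraries of close pairs as separate, and the estimated correlation was not repeated with pairs averaged. Lats2 (0.74, adjusted p = 0.000351), a Hippo pathway kinase, and Crim1 (0.82, adjusted p = 0.00148) rose with Cyr61 and Amotl2. Cholesterol synthesis genes fell for 13 of 18 members (16 adjusted over the list alone; median -0.69 relative to all genes, adjusted p = 1.05e-05, adjusted p = 0.956 with an estimated correlation). Dhcr7, the last enzyme of the pathway, fell from 14 ± 1.16 to 5.65 ± 1.02 RPKM (-1.24, adjusted p = 0.000676) and Nsdhl from 16.1 ± 0.628 to 6.31 ± 1.18 (-1.30, adjusted p = 0.000826). Fatty acid synthesis genes fell for 7 of 13 (9 adjusted over the list alone; -0.59 relative to all genes, adjusted p = 0.00557, adjusted p = 0.956 with an estimated correlation). Thrsp, an activator of lipogenesis, fell from 38.3 ± 4.28 to 9.9 ± 1.81 RPKM (-1.91, adjusted p = 0.00804). The 53 ribosomal protein genes had a median of -0.16 relative to all genes (adjusted p = 0.000285, adjusted p = 0.956 with an estimated correlation), with 1 gene lower and none adjusted over the list alone. This list no longer passed after quantile normalization (-0.04) or without WT library 4 (-0.09).

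In all, 697 genes differed between R26 tet-YAP and WT, 225 higher and 472 lower, while the median over all genes was -0.11. Rescaled libraries gave 566 genes, 299 higher and 267 lower. With close pairs averaged, leaving 2 WT and 3 tet-YAP values, 27 genes passed at nearly unchanged log2 differences, and of the genes named for this comparison Ly6d, Gstm3 and Cyp2c55 were among them while the YAP-TEAD and lipid synthesis genes and Cyp4a14 were not.

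When Myc and YAP were induced together for 2 days, genes of DNA replication and mitosis rose. Pole, the catalytic subunit of the leading-strand polymerase, rose from 0.396 ± 0.0782 RPKM (SD, n = 4) to 3.43 ± 0.353 (n = 3; log2 difference 2.13, adjusted p = 7.29e-08, limma), and Rrm2, a subunit of ribonucleotide reductase, from 1.54 ± 0.168 to 7.39 ± 1.43 (1.94, adjusted p = 1.8e-07). Ect2, which is needed for cytokinesis, rose from 0.402 ± 0.0921 to 5.56 ± 2.59 RPKM (2.65, adjusted p = 6.76e-07). All 3 tet-Myc/YAP libraries lay above every WT library for these genes, and likewise for Ly6d, at 10.9 ± 1.23 RPKM (2.95, adjusted p = 2.03e-07), and Cyp2c39, at 17.2 ± 10.2 (4.16, adjusted p = 6.83e-07). The steroid dehydrogenase Hsd3b5, a male-biased gene near the ceiling in WT, fell from 42.4 ± 3.61 to 5.07 ± 4.39 RPKM (-3.72, adjusted p = 0.00127). It was at 8.05 and 7.13 RPKM in the male-pattern libraries 1 and 2 and at 0.0239 in the female-pattern library 3, and without library 3 the log2 difference was -2.41.

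Of 33 DNA replication and G1/S genes, 24 rose and 1 fell in R26 tet-Myc/YAP (24 and 1 adjusted over the list alone; median 1.48 relative to all genes, adjusted p = 1.99e-33, adjusted p = 0.00737 with an estimated correlation). All 18 G2/M and mitosis genes rose (18 adjusted over the list alone; 2.37 relative to all genes, adjusted p = 3.4e-25, adjusted p = 0.165 with an estimated correlation). The 3 libraries were alike in the replication list, with mean log2 differences to WT of 1.05, 0.84 and 1.04, but not in the mitotic list, with 2.69, 2.43 and 0.96, the last being the female-pattern library 3. Replication-dependent histones rose for 14 of 43 genes and fell for 2 (12 and 2 adjusted over the list alone; 0.87 relative to all genes, adjusted p = 1.1e-11, adjusted p = 0.437 with an estimated correlation). The 2 lower genes, Hist1h4d (-0.50, adjusted p = 5.12e-05) and Hist1h4h (-0.52, adjusted p = 0.000178), were at 0.12 and 0.07 after quantile normalization. Their list was at 0.89 and 0.77 in libraries 1 and 2 and at -0.26 in library 3. Among 19 p53 targets, 4 rose and 2 fell (4 and 2 adjusted over the list alone; adjusted p = 7.17e-06, adjusted p = 0.219 with an estimated correlation). Phlda3 was at 4.31 ± 2.59 against 0.62 ± 0.186 RPKM (1.93, adjusted p = 7.95e-05).

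YAP-TEAD targets were higher as a list in R26 tet-Myc/YAP relative to other genes (adjusted p = 0.00162, adjusted p = 0.208 with an estimated correlation). The calls of single genes were split, 3 of 15 higher and 3 lower (3 and 3 adjusted over the list alone). Mean log2 differences of the list to WT were 0.32, 0.27 and 0.05 in libraries 1, 2 and 3. Amotl2 rose (0.86, adjusted p = 0.000277) whereas the receptor tyrosine kinase Axl fell (-0.94, adjusted p = 1.23e-05). The other 2 lower genes, Ccdc80 (-0.71, adjusted p = 0.00377) and Nuak2 (-0.56, adjusted p = 0.00384), no longer passed after rescaling. Ctgf stood at 12.7 and 9.48 RPKM in libraries 1 and 2 and at 1.11 in library 3, and Cyr61 at 7.47 and 7.40 against 15.8.

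Macrophage and endothelial markers and male-biased genes fell in the same livers. Macrophage markers fell for 15 of 17 genes (15 adjusted over the list alone; -0.80 relative to all genes, adjusted p = 9.38e-06, adjusted p = 0.458 with an estimated correlation). C1qc, a complement chain made by liver macrophages, went from 26.2 ± 2.1 to 10.1 ± 0.472 RPKM (-1.32, adjusted p = 1.69e-07). Endothelial markers fell for 13 of 19 genes (13 adjusted over the list alone; -0.34 relative to all genes, adjusted p = 0.00389, adjusted p = 0.633 with an estimated correlation). Plvap was at 6.69 ± 0.903 RPKM (-1.02, adjusted p = 7.44e-07). Male-biased genes fell for 12 of 13 (13 adjusted over the list alone; -1.79 relative to all genes, adjusted p = 0.0373, adjusted p = 0.89 with an estimated correlation). Cyp7b1, an oxysterol hydroxylase, fell from 37.4 ± 4.75 to 9.2 ± 0.666 RPKM (-1.96, adjusted p = 4.67e-06). Library 3 has the female pattern, and without it, with the female-pattern tet-Myc libraries kept in the fit, the male-biased list had a median of -1.37 and no longer passed (adjusted p = 0.197). In the male-pattern libraries alone it passed at the same median (adjusted p = 4.92e-05). Without WT library 4 it did not pass (-1.74, adjusted p = 0.0795). Female-biased genes rose for 3 of 10 (adjusted p = 6.07e-06, adjusted p = 0.448 with an estimated correlation).

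In total 4751 genes differed between R26 tet-Myc/YAP and WT, 519 higher and 4232 lower, around a median over all genes of -0.39. Rescaled libraries gave 2409 genes, 1289 higher and 1120 lower. The percent of reads that lay in genes was 20.7 ± 1.35 in tet-Myc/YAP (n = 3) and 27.0 ± 0.402 in WT (n = 4), and the RPKM values count reads outside genes in their denominator.

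**Figure D2:**
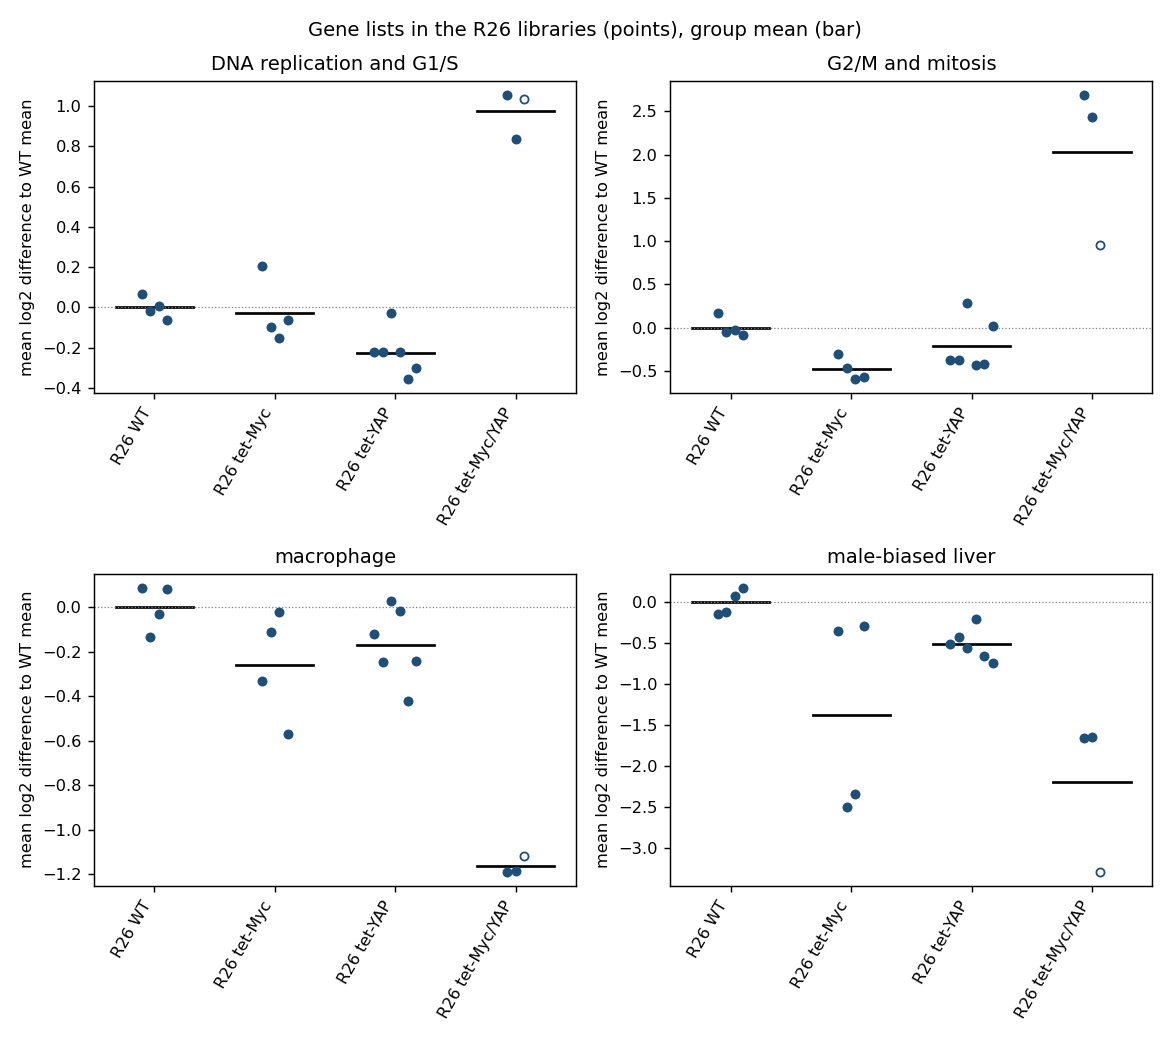
Mean log2 difference to the WT mean over the genes of 4 lists (DNA replication and G1/S, G2/M and mitosis, macrophage markers, male-biased genes) in each R26 library (points), with the group mean (bar). The tet-Myc/YAP libraries lie at 0.84 to 1.05 in the replication list, while tet-Myc/YAP library 3, marked by an open point, is at 0.96 in the mitotic list against 2.69 and 2.43.

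Whether the response to both factors differed from the sum of the single responses was tested as an interaction, the tet-Myc/YAP to tet-YAP difference minus the tet-Myc to WT difference. Mki67, a marker of cycling cells, stood at 10.8 ± 6.14 RPKM (SD, n = 3) in tet-Myc/YAP, 0.981 ± 0.575 in tet-YAP (n = 6), 0.481 ± 0.205 in tet-Myc (n = 4) and 1.43 ± 0.269 in WT (n = 4; interaction log2 3.79, adjusted p = 8.64e-05, limma). The interaction for Pole was 2.28 (adjusted p = 8.36e-07) and for Mcm5, a subunit of the replicative helicase, 2.48 (adjusted p = 7.53e-06). Positive interactions were found for 26 of 33 replication genes (26 adjusted over the list alone; adjusted p = 1.04e-35, adjusted p = 0.00547 with an estimated correlation), 18 of 18 mitotic genes (18 adjusted over the list alone; adjusted p = 4.12e-29, adjusted p = 0.107 with an estimated correlation), 27 of 43 histones (29 adjusted over the list alone; adjusted p = 3.06e-21, adjusted p = 0.242 with an estimated correlation) and 7 of 19 p53 targets (7 adjusted over the list alone; adjusted p = 1.79e-05, adjusted p = 0.242 with an estimated correlation). Cidec, a lipid droplet protein, had a negative interaction (-2.63, adjusted p = 2.63e-05): it stood at 10 ± 2.69 RPKM in tet-YAP, 1.63 ± 0.438 in tet-Myc/YAP, 2.04 ± 0.428 in tet-Myc and 1.49 ± 0.202 in WT. Macrophage markers had negative interactions for 14 of 17 genes (15 adjusted over the list alone; adjusted p = 0.000692, adjusted p = 0.935 with an estimated correlation).

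The interaction passed for 2883 genes in the R26 system, 502 positive and 2381 negative, around a median of -0.26. Rescaled libraries gave 1704, of which 982 were positive and 722 negative, and with close pairs averaged 1268 genes passed. Of the genes that differed in R26 tet-Myc/YAP, 4058 (85.4%) had passed in neither tet-Myc nor tet-YAP, 377 higher and 3681 lower. Since passing in one group and not in another does not show a difference, the interaction was also required, and 1665 of the 4058 met it. After rescaling 1884 genes passed in tet-Myc/YAP alone, 1004 higher and 880 lower, so the lean to lower genes depends on the scaling.

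After 4 weeks of Myc induction in the LAP system, 3 genes passed the threshold. Ppl, a component of the cell envelope, stood at 6 ± 2.02 RPKM (SD, n = 3) against 2.12 ± 0.134 in WT (n = 3; log2 difference 1.27, adjusted p = 0.0468, limma), the transcript of the Rosa26 locus, Gt(ROSA)26Sor, at 4.23 ± 0.196 against 1.72 ± 0.494 (1.12, adjusted p = 0.0468) and the serine protease inhibitor Serpina9 at 0.733 ± 0.103 against 2.78 ± 1.12 (-1.36, adjusted p = 0.0346), each in 3 of 3 libraries. Gt(ROSA)26Sor was not particular to tet-Myc, as every other LAP group also lay above the WT range of 1.27 to 2.25 RPKM. It was at 2.83 to 4.43 RPKM in tet-YAP, 3.53 to 5.41 in tet-Myc/YAP and 3.02 to 4.94 in tumours. In LAP tet-Myc, cell cycle and p53 target genes were higher as lists but not gene by gene. The 34 mitotic genes had a median of 1.06 with none past the threshold (19 adjusted over the list alone; adjusted p = 5.01e-20, adjusted p = 0.656 with an estimated correlation), the 38 replication genes 0.61 with none (2 adjusted over the list alone; adjusted p = 5.66e-12, adjusted p = 0.656 with an estimated correlation) and the 20 p53 targets 0.70 with none (11 adjusted over the list alone; adjusted p = 5.66e-12, adjusted p = 0.656 with an estimated correlation). Mki67 stood at 4.5 ± 3 RPKM against 0.617 ± 0.186 (1.94, adjusted p = 0.124), and Cdkn1a, a cell cycle inhibitor induced by p53, at 8.99 ± 7.09 against 0.533 ± 0.19 (2.60, adjusted p = 0.124).

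The mitotic list was at 1.25 and 1.72 in LAP tet-Myc libraries 1 and 2 and at 0.28 in the female-pattern library 3. Without library 3, 224 genes passed, Mki67 (2.55) and Cdkn1a (3.73) among them. None passed without WT library 1, WT library 2, tet-Myc library 1 or tet-Myc library 2. At an unadjusted p under 0.05, limma gave 1664 of 12591 genes with all libraries, and rescaled libraries gave 46 calls.

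After 4 weeks of YAP induction, cell cycle genes and some markers of cholangiocytes and progenitors were higher. Krt4, a keratin of stratified epithelia, rose from 0.105 ± 0.0373 RPKM (SD, n = 3) to 21 ± 6.28 (n = 4; log2 difference 5.10, adjusted p = 1.63e-08, limma). Gpc3, a proteoglycan of fetal liver and liver cancer, rose from 0.395 ± 0.162 to 13.1 ± 1.38 RPKM (3.93, adjusted p = 2.54e-13), and Fgfbp1, a carrier of fibroblast growth factors, from 0.362 ± 0.328 to 21.1 ± 1.9 (4.71, adjusted p = 3.75e-12). Mki67 rose to 9.39 ± 1.9 RPKM (3.14, adjusted p = 2.32e-05). The sulfotransferase Sult5a1 fell (-2.16, adjusted p = 0.00011). All 4 libraries lay outside the WT range for these genes.

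In LAP tet-YAP, mitotic genes rose for 29 of 34 (33 adjusted over the list alone; median 1.85 relative to all genes, adjusted p = 5.33e-17, adjusted p = 0.537 with an estimated correlation) and replication genes for 22 of 38 with 1 lower (26 and 1 adjusted over the list alone; adjusted p = 1.39e-10, adjusted p = 0.541 with an estimated correlation). Cholangiocyte and progenitor markers rose for 10 of 20 genes (10 adjusted over the list alone; adjusted p = 4.11e-07, adjusted p = 0.494 with an estimated correlation). Sox4, a transcription factor of bile duct development, was at 7.64 ± 2.8 against 0.334 ± 0.142 RPKM (3.23, adjusted p = 2.09e-07). YAP-TEAD targets rose for 11 of 21 and fell for 1 (11 and 1 adjusted over the list alone; adjusted p = 2.67e-06, adjusted p = 0.494 with an estimated correlation). Cyr61 was at 11.8 ± 1.14 against 3.16 ± 1.33 RPKM (1.80, adjusted p = 4.27e-06). Macrophage markers rose for 13 of 21 (13 adjusted over the list alone; adjusted p = 8.91e-08, adjusted p = 0.494 with an estimated correlation). Timd4, a receptor of resident liver macrophages, was at 11.4 ± 1.97 against 3.19 ± 1.4 RPKM (1.75, adjusted p = 0.00274) and Marco, a scavenger receptor, at 5.04 ± 1.29 against 0.658 ± 0.306 (2.26, adjusted p = 0.00274). Cholesterol synthesis genes fell for 10 of 18 (15 adjusted over the list alone; adjusted p = 0.000192, adjusted p = 0.559 with an estimated correlation), Mvk among them (-1.01, adjusted p = 0.00415). Secreted proteins and transcription factors of hepatocytes fell for 13 of 22 (15 adjusted over the list alone; adjusted p = 2.76e-05, adjusted p = 0.541 with an estimated correlation), such as Cebpa (-0.81, adjusted p = 0.00364). After quantile normalization neither of these lists passed (medians -0.21 and -0.01).

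Of 12591 genes, 3373 differed between LAP tet-YAP and WT, 1442 higher and 1931 lower. Without WT library 1 the count was 1643, and quantile normalization gave 1710, 946 higher and 764 lower.

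Joint induction for 4 weeks raised fetal liver genes and lowered genes of mature hepatocytes. Gpc3 rose to 19.6 ± 1.89 RPKM (SD, n = 3) from 0.395 ± 0.162 in WT (n = 3; log2 difference 4.5, adjusted p = 6.57e-14, limma), the growth factor Igf2 from 1.04 ± 1.51 to 29.1 ± 12.4 (4.62, adjusted p = 1.52e-07) and Afp, the main serum protein of fetal liver, from 3.12 ± 1.7 to 24.4 ± 5.55 (2.86, adjusted p = 2.53e-07). Notum, a Wnt inhibitor made by hepatocytes around the central vein, fell from 14.2 ± 0.998 to 0.42 ± 0.52 RPKM (-4.14, adjusted p = 2.18e-07), and Acacb, an acetyl-CoA carboxylase, from 12 ± 2.38 to 0.31 ± 0.249 (-3.98, adjusted p = 1.79e-08). Cyp7a1, the rate-limiting enzyme of bile acid synthesis, fell from 27.4 ± 3.02 to 3.81 ± 4.52 RPKM (-3.22, adjusted p = 0.00115). All 3 libraries lay outside the WT range for these genes.

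Oncofetal genes rose for 13 of 15 in LAP tet-Myc/YAP (13 adjusted over the list alone; median 2.61 relative to all genes, adjusted p = 9.21e-08, adjusted p = 0.152 with an estimated correlation), mitotic genes for 33 of 34 (34 adjusted over the list alone; 2.31, adjusted p = 2.14e-12, adjusted p = 0.431 with an estimated correlation) and cholangiocyte and progenitor markers for 15 of 20 (17 adjusted over the list alone; 1.76, adjusted p = 6.77e-08, adjusted p = 0.223 with an estimated correlation). Ribosome biogenesis genes rose for 25 of 36 (26 adjusted over the list alone; 0.62, adjusted p = 1.9e-06, adjusted p = 0.443 with an estimated correlation). Nop58, a core protein of box C/D snoRNPs, was at 16.7 ± 1.29 against 5.67 ± 0.643 RPKM (1.48, adjusted p = 0.000167). YAP-TEAD targets rose for 12 of 21 and fell for 1 (12 and 3 adjusted over the list alone; 0.61, adjusted p = 0.000731, adjusted p = 0.402 with an estimated correlation). Ankrd1 went from 0.164 ± 0.043 to 12.7 ± 5.39 RPKM (4.22, adjusted p = 7.7e-09). Pericentral hepatocyte genes fell for 13 of 16 (13 adjusted over the list alone; -2.11, adjusted p = 2.11e-09, adjusted p = 0.152 with an estimated correlation), cytochrome P450 and bile acid genes for 16 of 24 (18 adjusted over the list alone; -1.46, adjusted p = 8.72e-08, adjusted p = 0.431 with an estimated correlation) and fatty acid synthesis genes for 10 of 13 (10 adjusted over the list alone; -1.38, adjusted p = 9.21e-08, adjusted p = 0.152 with an estimated correlation). Fasn, the fatty acid synthase, fell from 38.1 ± 1.17 to 11.8 ± 2.76 RPKM (-1.68, adjusted p = 9.68e-06), from a WT level near the ceiling.

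In LAP tet-Myc/YAP 4598 genes differed from WT, 2834 higher and 1764 lower, around a median of 0.11. Rescaled libraries gave 4816, of which 2361 were higher and 2455 lower.

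In the LAP system some oncofetal and many ribosomal genes had positive interactions, though no list passed with an estimated correlation. Igf2 stood at 29.1 ± 12.4 RPKM (SD, n = 3) in tet-Myc/YAP, 0.323 ± 0.152 in tet-YAP (n = 4), 0.772 ± 0.438 in tet-Myc (n = 3) and 1.04 ± 1.51 in WT (n = 3; interaction log2 4.97, adjusted p = 7.36e-05, limma). The interaction was 3.73 for Afp (adjusted p = 5.73e-05) and 3.07 for the imprinted gene Peg3 (adjusted p = 6.75e-05). Oncofetal genes had positive interactions for 5 of 15 and a negative one for 1 (7 and 1 adjusted over the list alone; adjusted p = 0.0161, adjusted p = 0.702 with an estimated correlation). Ribosomal protein genes had positive interactions for 35 of 52 (52 adjusted over the list alone; median 0.49 relative to all genes, adjusted p = 2.41e-12, adjusted p = 0.702 with an estimated correlation), with Rps9 at 1.02 (adjusted p = 0.0125). Ribosome biogenesis genes had them for 15 of 36 (27 adjusted over the list alone; 0.64, adjusted p = 2.18e-06, adjusted p = 0.702 with an estimated correlation). Macrophage markers had negative interactions for 3 of 21 (7 adjusted over the list alone; -1.04, adjusted p = 4.59e-07, adjusted p = 0.702 with an estimated correlation), with Marco at -2.72 (adjusted p = 0.0218). Without tet-Myc/YAP library 1, the calls of Rps9 (0.89) and Marco (-2.50) ended, and that of Marco also ended without WT library 2 (-2.57).

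In the LAP system 1975 interactions passed, 1507 positive and 468 negative, around a median of 0.25. Rescaled libraries gave 2294, of which 1342 were positive and 952 negative. This count moved by over 1.5 times when most single libraries were left out: it was 213 without tet-Myc/YAP library 1, 576, 803 without WT libraries 1 and 2, 954, 1117 and 878 without tet-Myc libraries 1, 2 and 3, and 1128, 828 and 882 without tet-YAP libraries 2, 3 and 4. Of the genes that differed in LAP tet-Myc/YAP, 2800 (60.9%) had passed in neither single group, 1900 higher and 900 lower, and 586 of these also passed the interaction. Rescaled libraries gave 2732, of which 1320 were higher and 1412 lower.

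The tumours that arose in LAP tet-YAP mice were compared with WT liver. The labels give no induction time for the tumours or for WT. In each tumour comparison, length of induction or age therefore cannot be told apart from tumour formation. Psca, a surface antigen of epithelia, rose from 0.117 ± 0.0916 RPKM (SD, n = 3) to 22.4 ± 4.35 (n = 8; log2 difference 5.2, adjusted p = 5.5e-10, limma), Igf2 from 1.04 ± 1.51 to 27.9 ± 3.29 (4.65, adjusted p = 4.61e-09) and Gpc3 to 15.3 ± 1.8 (4.15, adjusted p = 8.26e-15). Cyp1a2, a P450 of hepatocytes around the central vein, fell from 34.3 ± 6.65 to 2.07 ± 1.76 RPKM (-4.10, adjusted p = 1.07e-06). The urea cycle enzyme Otc fell from 23 ± 3.7 to 4.87 ± 1.92 RPKM (-2.21, adjusted p = 1.01e-06). All 8 tumours lay outside the WT range for these genes, although the WT level of Cyp1a2 lies near the ceiling.

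Cholangiocyte and progenitor markers rose for 20 of 20 genes in the tumours (20 adjusted over the list alone; median 2.53 relative to all genes, adjusted p = 6.21e-12, adjusted p = 0.12 with an estimated correlation) and oncofetal genes for 14 of 15 (14 adjusted over the list alone; 2.85, adjusted p = 3.42e-09, adjusted p = 0.12 with an estimated correlation). Mitotic genes rose for 33 of 34 (33 adjusted over the list alone; 2.21, adjusted p = 2.27e-12, adjusted p = 0.514 with an estimated correlation). Mki67 was at 9.53 ± 3.01 RPKM (3.11, adjusted p = 4.77e-07). YAP-TEAD targets rose for 15 of 21 and fell for 1 (15 and 2 adjusted over the list alone; 0.99, adjusted p = 5.99e-07, adjusted p = 0.13 with an estimated correlation). Ankrd1 was at 15.4 ± 2.6 RPKM (4.57, adjusted p = 9e-11). Neutrophil markers rose for 12 of 13 (12 adjusted over the list alone; 2.17, adjusted p = 0.000242, adjusted p = 0.514 with an estimated correlation). S100a8 was at 13.5 ± 7.03 against 0.956 ± 1.04 RPKM (3.28, adjusted p = 9.11e-06). The markers' mean log2 difference to WT was 2.70 to 2.78 in tumours 1, 2, 7 and 8, 1.48 in tumour 3 and 0.78 to 0.94 in tumours 4, 5 and 6. Cytochrome P450 and bile acid genes fell for 24 of 24 (24 adjusted over the list alone; -2.36, adjusted p = 7.34e-07), genes of the urea cycle, amino acid catabolism and gluconeogenesis for 23 of 24 (23 adjusted over the list alone; -1.69, adjusted p = 8.3e-06) and male-biased genes for 11 of 13 (11 adjusted over the list alone; -2.40, adjusted p = 0.000965), each with adjusted p = 0.514 with an estimated correlation. The 8 tumours had the female pattern and 1 of the 3 WT libraries the male pattern.

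The tumours differed from WT in 6651 genes, 2708 higher and 3943 lower, around a median of -0.14. Their mean percent of reads in genes was 21.4 ± 1.91 (n = 8) against 26.7 ± 3.3 in WT (n = 3).

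Against LAP tet-YAP livers without tumours, the tumours had higher oncofetal and bile duct genes. Igf2 was at 27.9 ± 3.29 RPKM (SD, n = 8) against 0.323 ± 0.152 (n = 4; log2 difference 5.12, adjusted p = 3.95e-09, limma), Afp at 23.8 ± 5.88 against 1.69 ± 0.252 (3.44, adjusted p = 3.95e-09) and Krt7, a keratin of bile ducts, at 16.4 ± 5.47 against 0.221 ± 0.0527 (4.47, adjusted p = 4.8e-07), each in 8 of 8 tumours. Cyp8b1, which directs bile acid synthesis to cholic acid, was at 4.17 ± 3.4 against 27.7 ± 3.6 RPKM (-2.89, adjusted p = 2.59e-05). Oncofetal genes rose for 12 of 15 with 1 lower (12 and 1 adjusted over the list alone; adjusted p = 4.76e-10, adjusted p = 0.0927 with an estimated correlation) and cholangiocyte and progenitor markers for 13 of 20 (13 adjusted over the list alone; adjusted p = 8.82e-10, adjusted p = 0.22 with an estimated correlation). Neutrophil markers rose for 9 of 13 with 1 lower (10 and 1 adjusted over the list alone; adjusted p = 0.000223, adjusted p = 0.532 with an estimated correlation). Cytochrome P450 and bile acid genes fell for 22 of 24 (24 adjusted over the list alone; adjusted p = 3.62e-09, adjusted p = 0.362 with an estimated correlation) and male-biased genes for 11 of 13 (11 adjusted over the list alone; adjusted p = 9.74e-07, adjusted p = 0.362 with an estimated correlation). Of the 4 tet-YAP libraries, 3 had the male pattern. Myc was 0.76 higher in the tumours (adjusted p = 0.0285), a call that ended without tet-YAP library 1 (0.78), 2 (0.75) or 3 (0.72). In all 3199 genes differed, 1245 higher and 1954 lower.

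Against LAP tet-Myc/YAP livers, the tumours had higher neutrophil markers and lower ribosomal genes. Lrp2, the endocytic receptor megalin, was at 8.91 ± 3.21 RPKM (SD, n = 8) against 0.421 ± 0.372 (n = 3; log2 difference 3.34, adjusted p = 8.12e-07, limma), and Ogn, an extracellular matrix proteoglycan, at 1.22 ± 0.805 against 13 ± 1.3 (-3.07, adjusted p = 3.75e-07), each in 8 of 8 tumours. Dkc1, the pseudouridine synthase of box H/ACA snoRNPs, was at 3.86 ± 0.846 against 11.1 ± 0.969 RPKM (-1.43, adjusted p = 1.61e-05). Ribosome biogenesis genes fell for 33 of 36 (33 adjusted over the list alone; median -0.49 relative to all genes, adjusted p = 1.81e-06), ribosomal protein genes for 38 of 52 (38 adjusted over the list alone; -0.27, adjusted p = 1.24e-07) and nucleotide and polyamine synthesis genes for 15 of 21 (15 adjusted over the list alone; -0.48, adjusted p = 0.000299), each with adjusted p = 0.751 with an estimated correlation. Cad, which starts pyrimidine synthesis, was at 3.07 ± 0.54 against 7.2 ± 1.79 RPKM (-1.10, adjusted p = 0.000358). Neutrophil markers rose for 9 of 13 (10 adjusted over the list alone; adjusted p = 1.24e-07, adjusted p = 0.707 with an estimated correlation) and YAP-TEAD targets for 6 of 21 (5 adjusted over the list alone; adjusted p = 8.85e-06, adjusted p = 0.655 with an estimated correlation). Ctgf was at 12 ± 1.82 against 6.53 ± 0.403 RPKM (0.81, adjusted p = 0.00186). Myc was 1.08 higher in the tumours (adjusted p = 0.00603).

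Between tumours and LAP tet-Myc/YAP 4154 genes differed, 827 higher and 3327 lower, around a median of -0.29. Rescaled libraries gave 2586, of which 1386 were higher and 1200 lower, and without tet-Myc/YAP library 1 the count was 2605.

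**Figure D3:**
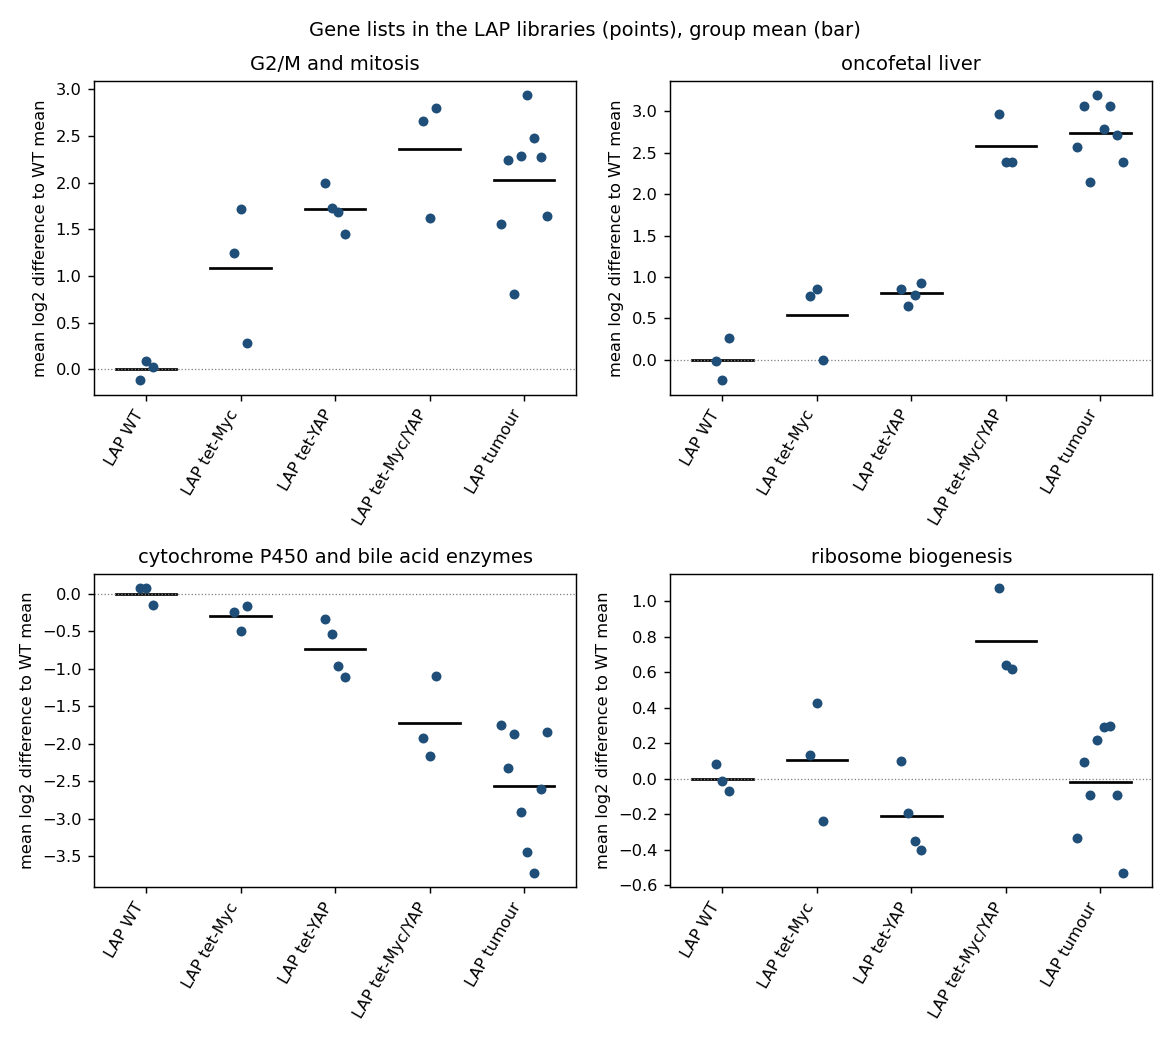
Mean log2 difference to the WT mean over the genes of 4 lists (G2/M and mitosis, oncofetal genes, cytochrome P450 and bile acid genes, ribosome biogenesis) in each LAP library (points), with the group mean (bar). The tumours and the tet-Myc/YAP libraries lie above WT in the mitotic and oncofetal lists, and the mitotic list is at 0.28 in tet-Myc library 3 against 1.25 and 1.72 in the other 2.

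The profiles of tumours and of LAP tet-Myc/YAP livers were compared by their log2 differences to WT. Across 12591 genes, which are not independent replicates, the correlation was 0.845 and the covariance 0.788. Both comparisons use the same 3 WT libraries, and in 100 simulations of unchanged groups against those libraries the mean correlation was 0.604 and the mean covariance 0.0381, leaving a covariance of 0.750. Genes higher in both numbered 1743 (609.5 for independent lists) and genes lower in both 1580 (552.4), with 17 opposite. For tumours and LAP tet-YAP the correlation was 0.768 and the covariance 0.504 (simulated 0.646 and 0.0381), with 1162 genes higher in both (310.1 for independent lists), 1806 lower in both (604.7) and 11 opposite. For tumours and LAP tet-Myc the correlation was 0.544, below the simulated 0.604, and the covariance 0.204 (simulated 0.0381). The WT group is too small to be split, so part of each overlap may come from the shared libraries.

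The effects in the R26 and LAP systems, which have separate WT libraries, were set side by side over 11148 genes tested in both. For tet-Myc/YAP 311 genes were higher in both systems (98.6 for independent lists) and 1047 lower in both (658.4). In opposite directions, 35 genes higher in R26 were lower in LAP and 234 genes lower in R26 were higher in LAP, with a correlation across genes of 0.391. For tet-YAP 69 genes were higher in both (19.6) and 142 lower in both (79.0), with 25 and 15 opposite and a correlation of 0.221. For tet-Myc no gene passed in both systems and the correlation was -0.196, limma having called 3 genes in LAP against 1664 at an unadjusted p under 0.05. The authors' deposited table for the R26 livers lists 959 genes for Myc, 1261 for YAP and 3601 for both. Of these 729, 954 and 2783 were among the genes tested here, and 467, 557 and 1794 also passed here, all in the same direction.

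**Figure D4:**
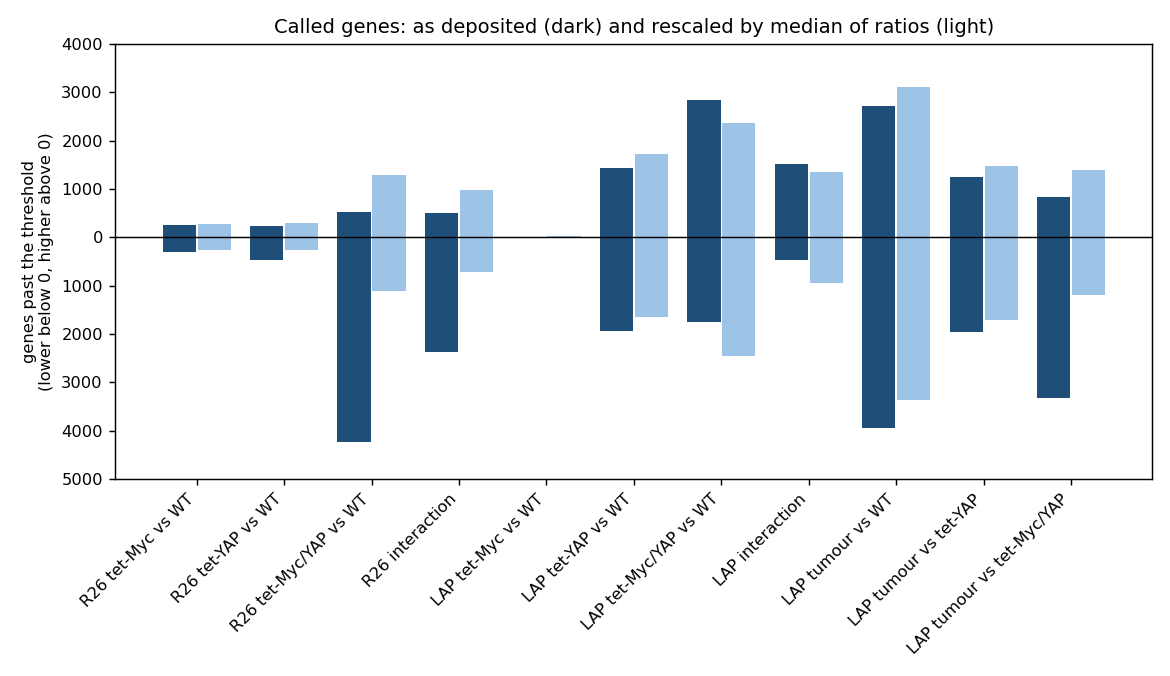
Number of genes past the threshold in each of the 11 comparisons, higher above 0 and lower below 0, for RPKM as deposited (dark bars) and after median-of-ratios rescaling (light bars). R26 tet-Myc/YAP has 519 higher and 4232 lower genes as deposited and 1289 and 1120 after rescaling.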

Values the study reported

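For livers induced for 48 h, the study reported 2500 genes that responded to YAP and Myc together but to neither of them alone.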

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

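The counts over other splits of the libraries were set in advance. The splits that keep each close pair whole, and the tests of the R26 tet-Myc/YAP library that stands apart, of the lower values over most genes and of the male-biased genes were chosen only after those results were seen.

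A library far from the others of its group was found in 11 of 166 groups of values examined, and chance gives about 1 in 20. In R26 tet-Myc, library 1 was highest in the ribosome biogenesis list, at 0.94 against -0.03 to 0.06 in the others, in Nip7, at 8.82 RPKM against 5.17 to 5.65, and in Mcm5, at 1.4 RPKM against 0.716 to 0.730. R26 WT library 1 was highest in Plvap, at 15.6 RPKM against 13.4 to 13.7, and in Mcm5, at 1.56 RPKM against 0.932 to 1.04. Tumour 4 held 35.7 RPKM of Igf2 against 25.0 to 28.0 in the other tumours, and 36.0 RPKM of Afp against 18.3 to 26.3. Ogn was highest in tumour 3, at 3.07 RPKM against 0.628 to 1.45, and Dkc1 in tumour 5, at 5.61 RPKM against 2.95 to 4.21. In tumour 8, 17.3% of reads lay in genes, against 20.6% to 23.5% in the others. The male-biased list was at -1.25 in the female-pattern LAP tet-YAP library 2 and at 0.34 to 0.39 in the other 3 libraries.

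The response to Myc with YAP differed from the sum of the single responses, tested as an interaction, for 2883 genes in the R26 and 1975 in the LAP system. Between the systems, effects lay on opposite sides of WT in every library for Mki67 in tet-Myc (log2 difference -0.99 in R26 and 1.94 in LAP), the G2/M and mitosis list in tet-Myc (mean -0.48 and 1.08), Cyp2c39 in tet-Myc/YAP (4.16 and -2.32) and Nuak2 in tet-Myc/YAP (-0.56 and 0.61). These differences between systems were not tested, since the systems were tabulated separately. Cyp2c39 stood at 0.407 RPKM in R26 WT and at 20.9 in LAP WT, so its effects start from unlike WT levels.

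The number of calls was set against other splits of the same libraries. For LAP tet-YAP and the tumours against WT, tet-YAP and tet-Myc/YAP, the real split called the most genes. If the libraries are independent, this argues against chance as the source of these counts (1 split as large, the real one). The labels do not say that they are, so chance is not excluded. The real count and the highest of the other splits were 3373 and 2380 for LAP tet-YAP (35 splits). For the tumours they were 6651 and 3244, 3199 and 901, and 4154 and 2216 (100 splits each). For the interactions the labels of WT, tet-Myc, tet-YAP and tet-Myc/YAP were shuffled, which asks whether any group differs and not whether effects add. The real counts were the highest there too, 1975 against 1623 in LAP and 2883 against 1458 in R26 (100 splits each). With each close pair averaged and kept whole, the R26 counts were 1268 and 1083 over 100 splits. These splits do not hold the single effects fixed, so they cannot exclude chance for the interaction counts. For the other R26 comparisons the real split of the libraries also called the most, with 548 and 7 for tet-Myc (35 splits), 697 and 222 for tet-YAP (100) and 4751 and 2789 for tet-Myc/YAP (35), but these splits treat the close pairs as independent. With the pairs averaged and kept whole there are only 15, 10 and 3 splits, too few for a share under 0.05, with 48 and 97, 27 and 0, and 3817 and 1 genes. In the LAP system 3 libraries against 3 make 10 splits, also too few: LAP tet-Myc called 3 genes and the highest other split 70, so 2 of the splits, the real one included, called at least 3, and LAP tet-Myc/YAP called 4598 and the highest other split 0 (1 of the splits as large). The split with 70 calls may reflect a structure of those libraries other than the groups, which was not tested.

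R26 tet-Myc/YAP library 3 stood apart from libraries 1 and 2, a close pair, in mitotic, histone, lipid synthesis, sex-biased and clock genes. A library from 1 of the other 3 R26 groups is argued against, since its DNA replication list lay 0.83 above their highest library, whose SD is 0.15. Its YAP read-outs were mixed. The YAP-TEAD list, at 0.05, lay within WT (-0.21 to 0.11) and below tet-YAP (0.46 to 0.65). Ctgf, at 1.11 RPKM, lay below WT (1.60 to 1.93), while Cyr61, at 15.8, lay among the tet-YAP libraries (14.0 to 16.4). Its sex could account for the female-biased genes, whose list, at 4.85, lies within 0.03 of the range of the female-pattern tet-Myc libraries. Its male-biased list, at -3.28, lies 0.78 below that range, so for these genes sex cannot be told apart from other differences. Whether sex also lowers the mitotic genes, which were at -1.60 relative to libraries 1 and 2, cannot be told apart from any other difference of this library, because it is the only female-pattern library of its group.

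Values were lower over most genes in R26 tet-Myc/YAP. The share of reads in genes relative to WT was -0.385 on the log2 scale, near the median log2 difference (-0.392). That share is computed from the same RPKM values and must move with them, so the match is no independent test. Whether the shift comes from reads outside genes in the denominator therefore cannot be told from it. A share of reads says where reads went and not how many transcripts a cell held, and no spike-in is named in the sources used here. The ceiling on abundant genes is argued against as the whole cause, since the 6088 genes below 0.1 of it still had a median of -0.227.

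Male-biased genes were lower in R26 tet-Myc/YAP, in R26 tet-Myc and in the tumours. In the male-pattern R26 tet-Myc/YAP libraries the list median was -1.37 relative to all genes (SE 0.384 over genes) and -1.04 relative to that of the 3 hepatocyte lists (SE 0.385). The R26 WT libraries have the male pattern too, so sex does not differ in this comparison. But these are libraries 1 and 2, a close pair that may be 1 animal. An effect of both factors therefore cannot be told apart from a difference of that animal or from fewer hepatocyte transcripts. In R26 tet-Myc the male-pattern libraries gave -0.228 (SE 0.0782), and the list passed there (adjusted p = 0.0117, camera at the preset correlation). Sex does not differ in that comparison either, but the value lies between the bounds set for the test. With only 2 such libraries, an effect of Myc cannot be told apart from another difference of these libraries. In the fit of all R26 tet-Myc libraries it cannot be told apart from sex. In the tumours, against the female-pattern WT libraries alone, the list was at -2.15 relative to all genes (SE 0.54), which argues against sex as the cause, but only -0.546 relative to the hepatocyte lists (SE 0.559), so it may be part of a wider fall of hepatocyte transcripts. The female-biased list was lower in the tumours too, with mean log2 differences to WT of -2.84 to -1.48 against 1.72 and 1.49 in the female-pattern WT libraries, and the cytochrome P450 and bile acid list lay at -3.72 to -1.75.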

How the results depend on the processing

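Alternatives that used the sex pattern, the male-pattern libraries alone, averaged close pairs, left out doubted libraries or corrected for the ceiling were chosen after seeing the data, and the other alternatives were set in advance. No paired analysis was possible because no source used here ties a column to a replicate.

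Rescaling by median ratios gave 2409 genes for R26 tet-Myc/YAP (1638 shared with the 4751), 1704 for the R26 interaction, 46 for LAP tet-Myc, 2586 for tumours against LAP tet-Myc/YAP and 1884 that passed in R26 tet-Myc/YAP but in neither single group. Quantile normalization gave 2244, 1839, 5, 2530 and 1739 for these, 1710 for LAP tet-YAP, and a correlation of 0.806 between the tumour and LAP tet-Myc/YAP profiles. Both remove the median shift of a library by construction, which moves counts that lean to one side. The log2 difference of Yap1 reversed to 0.33 (rescaled) and 0.34 (quantile) in R26 tet-Myc/YAP and to -0.051 and -0.045 in LAP tet-Myc/YAP, and in the R26 interaction it passed at 0.54 and 0.55. After rescaling Myc passed in LAP tet-YAP at 0.77. Under quantile normalization Yap1 in LAP tet-YAP reversed to 0.0086, Ttr in LAP tet-YAP to 0.00086, Hist1h4d and Hist1h4h in R26 tet-Myc/YAP to 0.12 and 0.074, and the ribosomal protein list to 0.057 in LAP tet-Myc, 0.084 in LAP tet-YAP and 0.25 in the tumours against WT. For these reversals the cause was not tested.

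The LAP tet-Myc count of 3 became 0 with a pseudocount of 0.1, 9 without a filter, 0 with a mean of at least 1 RPKM, 0 with the compared groups alone, 0 without WT library 1 and 1 with the ceiling corrected (limma, with 1664 genes at an unadjusted p under 0.05 when all libraries are used), and the cause was not tested. With the compared groups alone, Myc in R26 tet-Myc no longer passed (1.07) and 3384 LAP interactions passed, when the tumours no longer enter the spread. Adjusted p alone, a looser rule, gave 1295, 2163 and 7256 genes for R26 tet-Myc, tet-YAP and tet-Myc/YAP. A log2 difference of at least 1, a stricter one, gave 126, 142 and 879 for these, 531 for the R26 interaction, 1037 for LAP tet-YAP, 2231 for LAP tet-Myc/YAP, 1000 for the LAP interaction, 3337, 1391 and 933 for the tumours against WT, tet-YAP and tet-Myc/YAP, and 740 (R26) and 1573 (LAP) genes in both factors but neither alone. With an estimated correlation 3 of the 143 list calls passed. All 3 are R26 results (tet-YAP, tet-Myc/YAP and the interaction), and this test was not repeated with close pairs averaged.

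With the sex pattern as a covariate Myc in R26 tet-Myc no longer passed (0.77), and the LAP interactions of Myc and Yap1, which did not pass, changed sign (0.064 and 0.052). Male-pattern libraries alone gave 881 genes for R26 tet-Myc, where Myc no longer passed (0.52), and its R26 interaction changed sign (0.10). With close pairs averaged, which leaves fewer values, 48 genes passed in R26 tet-Myc, 27 in R26 tet-YAP and 1268 in the R26 interaction, and Myc no longer passed in tet-Myc (1.07) or tet-YAP (0.98). Without the doubted libraries the Myc interaction in R26 passed (-0.83), LAP tet-YAP gave 1643 genes and the LAP interaction 576, and Myc was at 0.35 in LAP tet-Myc and passed in LAP tet-YAP (1.2) and LAP tet-Myc/YAP (0.87). For the sex pattern and the doubted libraries the cause was not tested.

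Leaving out single libraries moved the counts over these ranges: R26 tet-Myc 317 to 666, tet-YAP 525 to 819, tet-Myc/YAP 4095 to 5145, interaction 2179 to 3453 and in both factors but neither alone 3467 to 4365. In LAP they were tet-Myc 0 to 224, tet-YAP 1643 to 3768, tet-Myc/YAP 3896 to 4357, interaction 213 to 2539, neither alone 2107 to 3181, and tumours against WT 5780 to 6774, tet-YAP 2694 to 3402 and tet-Myc/YAP 2605 to 4642. List calls numbered 138 to 152 and the profile correlation was 0.833 to 0.854. Log2 differences of Myc in R26 were 0.83 to 1.45 in tet-Myc, 0.92 to 1.04 in tet-YAP, 1.5 to 1.6 in tet-Myc/YAP and -0.87 to -0.26 in the interaction. In LAP they were -0.50 to 0.35 in tet-Myc, 0.34 to 1.2 in tet-YAP, 0.0195 to 0.87 in tet-Myc/YAP, -0.67 to 0.18 in the interaction, and 1.1 to 1.96, 0.66 to 0.83 and 0.91 to 1.28 in tumours against WT, tet-YAP and tet-Myc/YAP. Those of Yap1 were -0.51 to -0.37, 0.07 to 0.13, -0.06 to -0.02 and 0.23 to 0.37 in the same order for R26, and 0.10 to 0.23, -0.11 to -0.02, -0.062 to 0.16, -0.15 to 0.078, -0.29 to -0.21, -0.22 to -0.16 and -0.42 to -0.19 for LAP.

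For 341 results of other named genes, leaving out single libraries kept direction and side of the threshold in 3035 fits, ended the call in 156 and made it in 18. With close pairs averaged, 71 of the R26 results stayed on their side of the threshold and 52 lost the call. The calls ended were 22 in tet-Myc (8 unchanged), 19 in tet-YAP (7), 4 in tet-Myc/YAP (38) and 7 in the interaction (18). Quantile normalization ended 20 of the 341 and the compared groups alone 12. Of the 143 list calls, 132 were kept after rescaling and 109 after quantile normalization, where 31 ended. Low depth limits genes near 1 RPKM, and the ceiling limits the most abundant genes.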

Other observations

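The gene lists and the rescaling were set in advance, and only the genes given per library were chosen after their values were seen.

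Gene groups not described above also moved in the tumours. Acute phase genes fell for 16 of 20 and rose for 2 against WT (16 and 2 adjusted over the list alone; adjusted p = 0.00199, limma, and adjusted p = 0.514 with an estimated correlation; quantile normalization ended the call), with Saa2 at 0.265 to 4.04 RPKM in the 8 tumours and 4.57 to 39.1 in the 3 WT libraries. Periportal hepatocyte genes fell for 13 of 17 and rose for 2 (14 and 2 adjusted over the list alone; adjusted p = 0.0247, and adjusted p = 0.514 with an estimated correlation), a call that also ended under quantile normalization. Circadian clock genes were lower for 10 of 18 and higher for 2 (10 and 2 adjusted over the list alone; list adjusted p = 0.193), stellate cell and fibroblast genes higher for 7 of 21 and lower for 4 (7 and 4 adjusted over the list alone; adjusted p = 0.152) and glycolysis genes higher for 4 of 16 and lower for 6 (4 and 6 adjusted over the list alone; adjusted p = 0.891), and none of these lists passed. Nor did erythroid genes (2 of 6 higher and 3 lower, as adjusted over the list alone; adjusted p = 0.992), lymphocyte genes (1 of 4 higher and 1 lower, as adjusted over the list alone; adjusted p = 0.624) or Y-linked genes, of which limma called 0 of 4 (adjusted p = 0.715).

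Single libraries of a group differed in genes that mark bile duct cells and the clock. The bile duct keratin Krt19 was at 0.436, 15.9, 5.51, 14.3, 18.2, 19.8, 2.25 and 0.422 RPKM in tumours 1 to 8, against 0.503 to 0.870 in LAP WT, and at 6.89 and 4.84 RPKM in R26 tet-YAP libraries 3 and 6 against 0.341 to 0.674 in the other 4. The same R26 tet-YAP libraries held 12.2 and 10.1 RPKM of the neutrophil gene S100a8, against 3.66 to 5.59 in the other 4, but a like split was seen in R26 WT, with 12.3 RPKM in library 4, a value close to it in library 1, and 2.03 and 2.17 in libraries 2 and 3, and tet-Myc library 1 held 10.5. The clock gene Arntl stood at 3.28, 3.26 and 0.253 RPKM in R26 tet-Myc/YAP libraries 1, 2 and 3, and its opposite in phase, Dbp, at 0.171, 0.394 and 9.54. In R26 tet-Myc Arntl was at 0.298, 3.81, 0.479 and 0.186 RPKM in libraries 1 to 4, and in R26 WT at 2.14, 3.69, 4.19 and 1.99. In LAP WT Dbp was at 21.6, 14.5 and 13.5 RPKM and in the tumours at 0.988 to 3.94. The labels do not give the hour of collection.

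The number of genes that passed in R26 tet-Myc/YAP and in neither single group was 4058 here. That is higher than the value quoted from the study above. In the authors' deposited table the same rule gives 2577 genes over all 21644, 1484 higher and 1093 lower. The 4058 are among the 11263 genes tested here, which hold 2783 of the authors' 3601 genes for the joint induction. These counts therefore rest on unlike gene sets. Over the 11263 genes the median log2 fold change in the authors' deposited table is -0.05 for the joint induction, against -0.39 in these tests. The difference from the count here may lie in the scaling, since 1884 genes passed after median-of-ratios rescaling and 1739 after quantile normalization, although the same genes were not compared across these settings.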
